# The combination of cantharidin and antiangiogenic therapeutics presents additive antitumor effects against pancreatic cancer

**DOI:** 10.1038/s41389-018-0102-2

**Published:** 2018-11-26

**Authors:** Meng-Dan Xu, Lu Liu, Meng-Yao Wu, Min Jiang, Liu-Mei Shou, Wen-Jie Wang, Jing Wu, Yan Zhang, Fei-Ran Gong, Kai Chen, Min Tao, Qiaoming Zhi, Wei Li

## Abstract

Cantharidin, one of the active components of mylabris, is believed to have antitumor activity. Cantharidin selectively inhibits protein phosphatase 2A (PP2A), which can repress multiple oncogenic kinases (ERK, JNK, PKC, and NF-κB). Researches in vitro have shown that cantharidin suppresses cell viability and metastasis in pancreatic cancer cells. This study aims to investigate the effects of cantharidin on pancreatic cancer xenografts in vivo. Xenograft models were established using cells stably expressing luciferase. Xenograft growth was evaluated by living imaging. Gene expression was determined using a microarray, real-time PCR, a RayBiotech antibody array, and the Milliplex assay. Surprisingly, cantharidin significantly accelerated xenograft growth. Living imaging showed a rapid distribution of D-luciferin in cantharidin-treated xenografts, suggesting a rich blood supply. Immunohistochemistry confirmed increased angiogenesis. Microarray and antibody array identified upregulated proangiogenic and downregulated antiangiogenic factors. The Milliplex assay suggested elevated secretion of IL-6, IL-8, TNF-α, and VEGF. Inhibitors of ERK, JNK, PKC, and NF-κB pathway attenuated the cantharidin-induced changes to proangiogenic gene expression. PKC pathway-inhibiting tamoxifen or antiangiogenic therapeutics, including Ginsenoside Rg3, bevacizumab, Apatinib, and Endostar, antagonized the proangiogenic effect of cantharidin or its derivatives. These regimens presented remarkable additive antitumor effects in vivo. Although cantharidin presents antitumor effects in vitro and has been applied in clinical practice, we revealed an unfavorable proangiogenic side effect. We recommend that the clinical application of cantharidin should be performed on the premise of antivascularization therapy.

## Introduction

Pancreatic cancer is a malignant disease, the mortality of which almost parallels its incidence^1^. Compared with the steady increase in the survival rate of most cancers, little progress has been made in pancreatic cancers. More than 50% of patients suffering from this disease are diagnosed at advanced or distant stages and are refractory to conventional treatments^2^. It is estimated that the current 5-year relative survival is 8% in the United States (2017) and continues to increase slightly (by 0.3% per year) in men^3^. Therefore, new strategies are urgently required to overcome this malignant disease.

Cantharidin is one of the active ingredients of mylabris. It is believed to have antitumor effect and has been widely used in China. Cantharidin selectively inhibits protein phosphatase 2A (PP2A), a repressor of several oncogenic kinase pathways, including extracellular signal-related kinase (ERK), c‑Jun N‑terminal kinase (JNK), protein kinase C (PKC), and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), all of which play important roles in controlling cell cycle, apoptosis, and determining cell fate^4^. Therefore, it is contradictory that cantharidin, an inhibitor of cancer-repressing PP2A, should present an antitumor effect. Our previous studies demonstrated that sustained activation of the JNK and NF-κB pathways, induced by PP2A inhibition, was responsible for the growth inhibition of cantharidin, indicating that activation of these kinase pathways was not always facilitating cancer progress. Moreover, cantharidin inhibited migration, arrested the G2/M cell cycle transition, induced apoptosis, repressed invasion, and impaired the stemness of pancreatic cancer cells in vitro^4–11^. However, these antitumor effects of cantharidin have not been verified in pancreatic cancer in vivo. So this study aimed to investigate the effect of cantharidin on pancreatic cancer xenografts in vivo.

## Results

### Cantharidin accelerated the growth of pancreatic cancer in both subcutaneous and orthotopic xenografts

As shown in Fig. 1a, b, surprisingly, the mice in the cantharidin-treated group showed significant body weight loss and enlarged tumor volumes compared with the control group. Living imaging showed that cantharidin significantly accelerated the growth of pancreatic cancer subcutaneous xenografts, rather than inhibiting them (Fig. 1c–f). Moreover, we identified similar results in lung cancer and colorectal cancer (Supplementary Fig. 1). Methyl thiazolyl tetrazolium (MTT) assays showed that cantharidin exhibited an inhibitory effect on the growth of both NCI-H292 lung cancer cells (Supplementary Fig. 1A) and LoVo colorectal cancer cells (Supplementary Fig. 1B) in vitro as well. However, in in vivo studies, cantharidin promoted the growth of NCI-H292 and LoVo xenografts (Supplementary Fig. 1C-F), suggesting that the pro-growth effect of cantharidin was independent of cancer type. To further confirm this confusing result, we established orthotopic xenograft models and found consistent results (Fig. 1g–k). Interestingly, by scanning the process using living imaging (Fig. 1l, m), we noticed that the bioluminescence peak value of the cantharidin-treated subjects emerged earlier than the control group. In addition, the bioluminescence of the cantharidin group also decayed faster, indicating a rapid distribution of D-luciferin. This phenomenon suggested that cantharidin-treated xenografts might have a rich blood supply, which led us to speculate that cantharidin might promote angiogenesis in vivo.

**Fig. 1:**
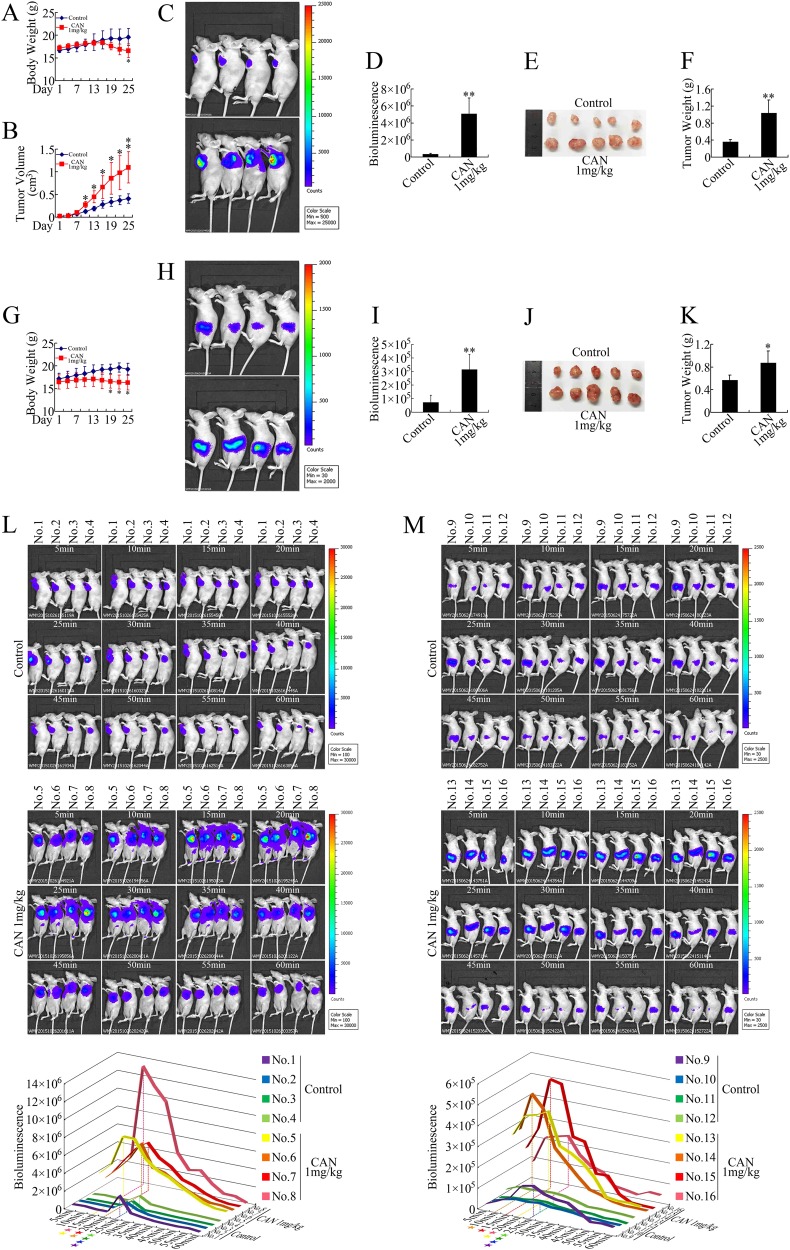
Cantharidin accelerated the growth of pancreatic cancer in both subcutaneous and orthotopic xenografts. PANC-1 cells were used in both subcutaneous and orthotopic pancreatic xenograft models. **a**, **b** Body weight (**a**) and tumor volume (**b**) evaluations of the cantharidin (CAN) group vs. the control group in subcutaneous xenografts. **c**, **d** Representative in vivo bioluminescent images (**c**) and bioluminescence analysis (**d**) of pancreatic cancer subcutaneous xenografts. **e**, **f** Photographs of subcutaneous xenograft (**e**) and tumor weight (**f**) in the CAN vs. the control group. **g** Body weight of the CAN vs. the control group in orthotopic xenografts. **h**, **i** Representative bioluminescent images (**h**) and bioluminescence analysis (**i**) of pancreatic cancer orthotopic xenografts. **j**, **k** Photographs of orthotopic xenograft (**j**) and tumor weight (**k**) in the CAN vs. the control group. **l**, **m** The bioluminescent images showing the process of bioluminescence peak emergence and decay in the CAN vs. the control group in subcutaneous (**l**) and orthotopic xenografts (**m**). *P < 0.05 and **P < 0.01, significant differences vs. the control group

### Cantharidin promoted angiogenesis of a pancreatic cancer model

To verify the hypothesis that cantharidin might promote angiogenesis, expression of CD34 was detected in cantharidin-treated pancreatic orthotopic xenograft specimens via immunohistochemistry. As shown in Fig. 2a, vascular endothelial cells were stained with CD34 antibody by immunohistochemistry. According to microvessel density (MVD) levels, we found that treatment with cantharidin promoted angiogenesis significantly compared with the control subjects. Similar results were obtained in xenografts of lung cancer (NCI-H292 cells) and colorectal cancer (LoVo cells), shown in Supplementary Fig. 2a, b, suggesting that the proangiogenic effect of cantharidin was independent of cancer type.

**Fig. 2:**
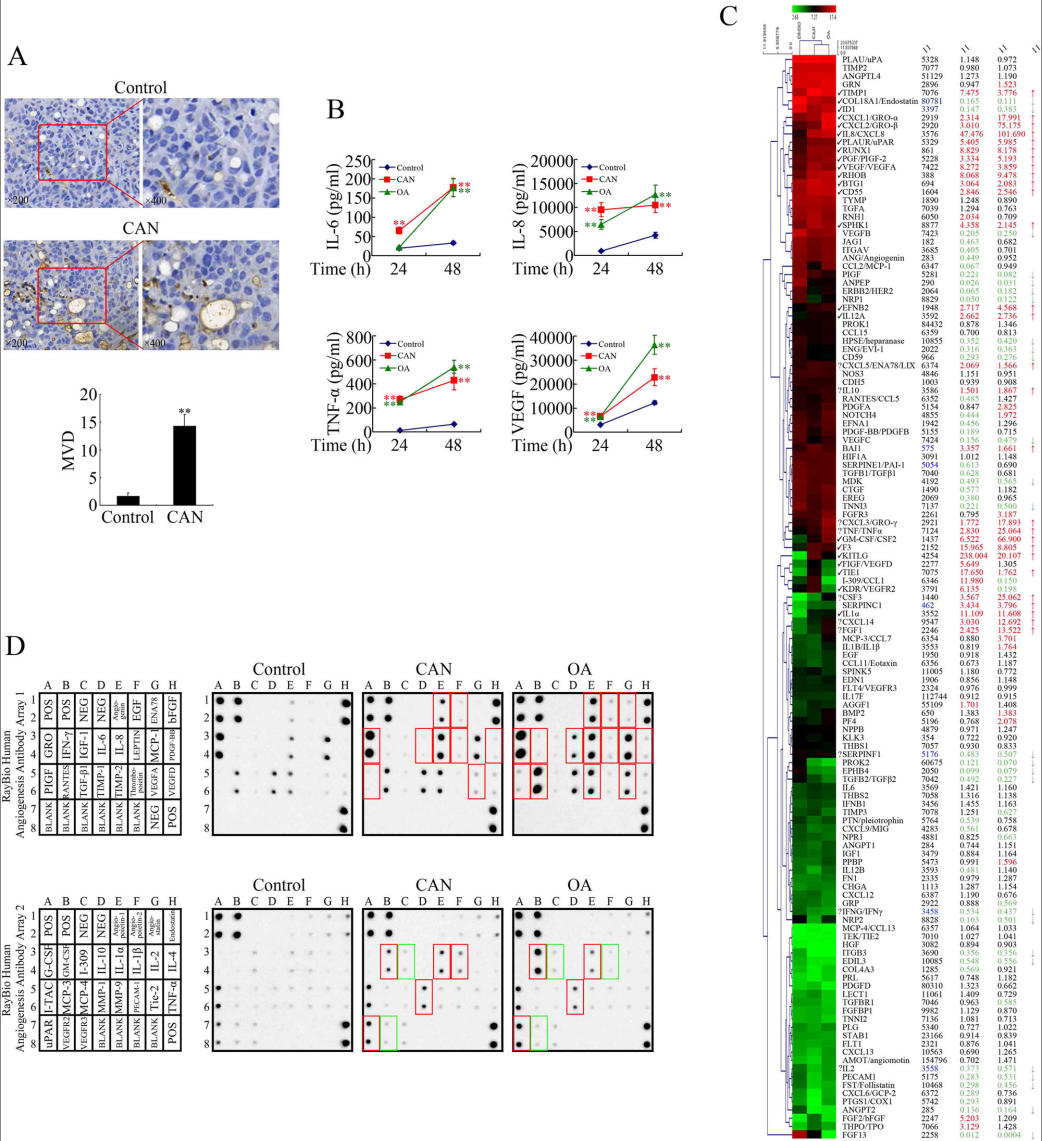
Cantharidin promoted angiogenesis of pancreatic cancer xenografts. **a** Immunohistochemical examination of pancreatic orthotopic xenografts targeting CD34 and microvessel density (MVD) evaluation. **b** Milliplex assay detecting proangiogenic factors in the medium after cantharidin (CAN) or okadaic acid (OA) treatments. *P < 0.05 and **P < 0.01, significant differences vs. control group. **c** Microarray analysis of angiogenesis-related gene expression levels upon CAN or OA treatments. Up and down arrows indicate gene expression levels that were significantly upregulated or downregulated by 1.5-fold. **d** Antibody arrays showing the protein expression of angiogenesis-related genes after CAN or OA treatments

Angiogenesis is executed via activating multiply kinase pathways, including JNK, ERK, PKC, and NF-κB^12–15^. All these pathways share the same negative regulator, PP2A. Previously, we have proved that cantharidin could activate the pathways of ERK, JNK, PKC, and NF-κB through inhibition of PP2A^4–7,11^. Therefore, the proangiogenic effect of cantharidin could be related to PP2A inhibition. To verify this hypothesis, we assessed the secretion and expression of proangiogenic factors upon treatment with cantharidin and okadaic acid (OA), a classic PP2A inhibitor.

First, we used milliplex assays to measure the levels of proangiogenic interleukin (IL)-6, IL-8, tumor necrosis factor-α (TNF-α), and vascular endothelial growth factor (VEGF) in culture medium of PANC-1 cells upon treatment with cantharidin or OA. As expected, both cantharidin and OA time-dependently promoted the secretion of IL-6, IL-8, TNF-α, and VEGF (Fig. 2b).

Then we analyzed microarray data^5^ to determine the mRNA expression levels of angiogenesis-related genes upon treated with cantharidin or OA in PANC-1 cells. The microarray data are available from Gene Expression Omnibus (GEO) database, the accession code of which is GSE114288. As presented in Fig. 2c, both cantharidin and OA upregulated the expression levels of multiple proangiogenic genes, including *TIMP1*, *CXCL1/GRO-α*, *CXCL2/GRO-β*, *IL-8/CXCL8*, *PLAUR/uPAR*, *RUNX1*, *PGF/PIGF-2*, *VEGF/VEGFA*, *RHOB*, *BTG1*, *CD55*, *SPHK1*, *EFNB2*, *IL12A*, *CXCL5/ENA78/LIX*, *IL-10*, *BAI1*, *CXCL3/GRO-γ*, *TNF/TNF-α*, *GM-CSF/CSF2*, *F3*, *KITLG*, *TIE1*, *CSF3*, *SERPINC1*, *IL-1α*, *CXCL14*, and *FGF1*. The expression of antiangiogenic *COL18A1/Endostatin* was downregulated following cantharidin and OA treatments.

Furthermore, we assessed the protein levels of the angiogenesis-related genes after cantharidin or OA treatment using RayBio antibody arrays. Both cantharidin and OA upregulated the levels of provascularizing Angiogenin, epidermal growth factor EGF, GRO, IL-6, IL-8, LEPTIN, platelet-derived growth factor-BB, placenta growth factor, VEGFA, granulocyte macrophages colony-stimulating factor (GM-CSF), IL-1α, matrix metalloproteinase (MMP)-1, and urokinase-type plasminogen activator receptor (uPAR) (Fig. 2d). By cross-comparing the microarray datasets, we found that both cantharidin and OA could increase expression levels of *IL-8/CXCL8*, *CXCL1/GRO-α*, *VEGF/VEGFA*, *GM-CSF/CSF2*, and *PLAUR/uPAR* at both mRNA and protein levels. Therefore, the proangiogenic effect of cantharidin and OA may be executed through mechanisms involving upregulating multiple angiogenesis-related genes.

### ERK, JNK, PKC, and NF-κB kinase pathways participated in cantharidin-induced upregulation of proangiogenic genes

Cantharidin could activate ERK, JNK, PKC, and NF-κB pathways by inhibiting PP2A^4–7,11^; therefore, we discussed whether these kinase pathways participated in the upregulation process of proangiogenic genes upon treatment with cantharidin.

PANC-1 cells were pretreated with the ERK inhibitor PD98059, the JNK inhibitor SP600125, the NF-κB inhibitor EF-24, and the PKC inhibitor GF109203X, separately, followed by cantharidin treatment. We then detected the expression of the proangiogenic genes that were upregulated by cantharidin using real-time PCR. Finally, we discovered that inhibitors of ERK, JNK, PKC, and/or NF-κB attenuated the cantharidin-induced remodeling of proangiogenic gene expression profiles significantly (Fig. 3), suggesting that all these pathways contribute to the provascularizing effect of cantharidin. In addition, inhibitors of NF-κB and PKC pathways were involved in the upregulation of most of the target genes (Table 2), implying that these two kinase pathways might be the key pathways responsible for the upregulation of proangiogenic genes upon treatment with cantharidin.

**Fig. 3:**
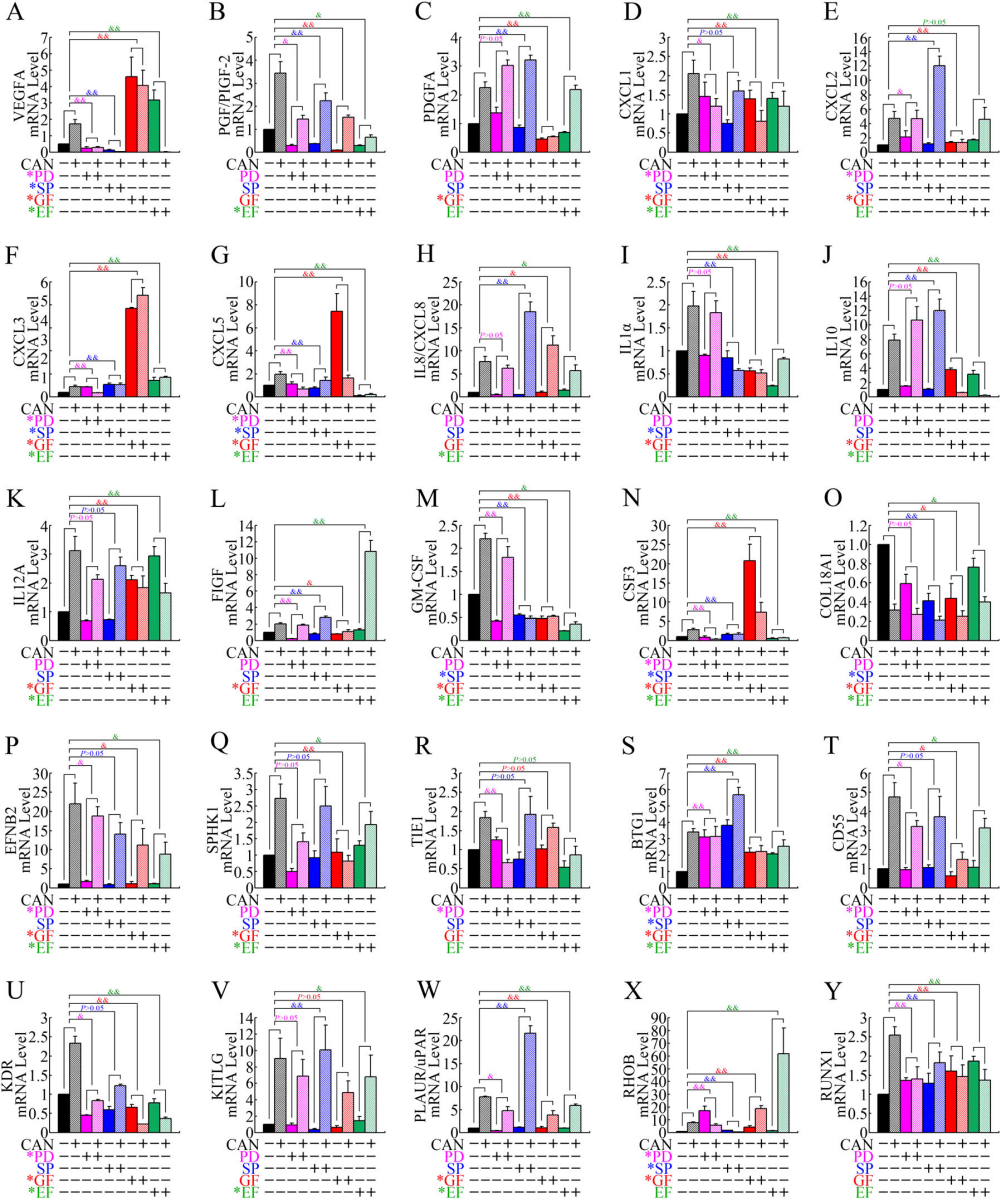
ERK, JNK, NF-κB, and PKC kinase pathways contributed to cantharidin-induced upregulation of proangiogenic genes. **a**–**y** Real-time PCR determination of the mRNA levels of angiogenesis-related genes, including *VEGFA* (**a**), *PGF/PIGF-2* (**b**), *PDGFA* (**c**), *CXCL1* (**d**), *CXCL2* (**e**), *CXCL3* (**f**), *CXCL5* (**g**), *IL-8/CXCL8* (**h**), *IL-1α* (**i**), *IL-10* (**j**), *IL12A* (**k**), *FIGF* (**l**), *GM-CSF* (**m**), *CSF3* (**n**), *COL18A1* (**o**), *EFNB2* (**p**), *SPHK1* (**q**), *TIE1* (**r**), *BTG1* (**s**), *CD55* (**t**), *KDR* (**u**), *KITLG* (**v**), *PLAUR/uPAR* (**w**), *RHOB* (**x**), and *RUNX1* (**y**), in PANC-1 cells after treatment with cantharidin (CAN) combined with ERK pathway inhibitor PD98059 (PD), JNK inhibitor SP600125 (SP), PKC inhibitor GF109203X (GF), or NF-κB inhibitor EF-24 (EF). ^&^*P* < 0.05 and ^&&^*P* < 0.01, significant differences between fold changes. Asterisk (*) indicates that the inhibitors attenuated the CAN-induced upregulation of the target genes

**Table 2:** Summary of kinase pathways inhibitors attenuating the CAN-induced upregulation of proangiogenic genes

Genes	Kinase pathway inhibitors			
	PD98059	SP600125	GF109203X	EF-24
VEGFA	*	*	*	*
PGF/PIGF-2				*
PDGFA			*	
CXCL1	*		*	*
CXCL2	*		*	
CXCL3	*	*	*	*
CXCL5	*	*	*	*
IL-8/CXCL8				*
IL1α		*	*	
IL10			*	*
IL12A			*	*
FIGF			*	
GM-CSF		*	*	*
CSF3	*	*	*	*
COL18A1		*	*	*
EFNB2	*		*	*
SPHK1			*	*
TIE1	*			
BTG1	*	*	*	*
CD55	*		*	*
KDR	*		*	*
KITLG				*
PLAUR/uPAR			*	*
RHOB	*	*	*	
RUNX1				

Asterisk (*) indicates that the inhibitors attenuated the CAN-induced upregulation of the target genes

### Combination of cantharidin and Ginsenoside Rg3 or tamoxifen (TAM) presented additive anticancer effects

Cantharidin presented multiple antitumor effects in vitro; therefore, we speculated that cantharidin might also be able to fulfill its anticancer capacity in vivo as long as the proangiogenic side effect was abolished. Based on this hypothesis, we investigated whether the combination of cantharidin and antiangiogenic therapeutics could present additive anticancer effects in vivo. Ginsenoside Rg3 is one of the active ingredients of ginseng, and it can suppress tumor angiogenesis by impairing the biological activity of endothelial progenitor cells and attenuating VEGF-dependent p38/ERK signaling and Akt/endothelial nitric oxide synthase signaling in vitro^16,17^. Clinical studies have proven that Rg3 exhibited a good safety record and few side effects^18,19^. TAM is a non-steroidal antiestrogen drug frequently used in endocrine therapy and has been proven to be an inhibitor of the PKC pathway^11^, which could be the main pathway participating in the proangiogenic effect of cantharidin (Fig. 3). We previously showed that TAM could repress the growth of pancreatic cancer cells by inhibiting the PKC pathway^11^. Since both Rg3 and TAM present satisfactory tolerance in clinical practice and can inhibit pathways participating in proangiogenic effect of cantharidin, we investigated whether Rg3 and TAM could antagonize the growth-promoting effect of cantharidin in vivo.

As the cytotoxicity of Rg3 against pancreatic cancer cells had not been verified, MTT assays were first performed in vitro (Fig. 4a). As expected, Rg3 inhibits PANC-1 cell proliferation in both dose- and time-dependent manners. 

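PANC-1, an established human pancreatic cancer cell line, was profiled by RNA-seq in 3 libraries, 1 from control cells, 1 from cells treated with Rg3 and 1 from cells treated with TAM. The sample labels give 200 μM Rg3 and 50 μM TAM, each for 24 h, and the paper's text names no dose or time for the RNA-seq. The methods name FAST-QC for the quality of the reads, TopHat for alignment and MAQ for assembling the mapped reads. The text does not name the genome build, the counting tool, the scaling between libraries or whether strand was used. The authors deposited the number of reads counted on each of 51136 genes, by gene symbol and without normalization. The reads counted on genes came to 11300766 in the control library, 12861693 in the Rg3 library and 11321442 in the TAM library. A count of 0 allows up to 3 counts of these totals. From the deposited counts, each treated library was set against the control library after edgeR's TMM scaling, over genes with at least 10 counts in either library. Counts under 3 were set to 3 before a fold was taken, and such folds are lower bounds. The exact two-sided binomial test on the reads of a gene, with Benjamini-Hochberg adjustment, compares 2 libraries and not 2 conditions. With 1 library per condition, no difference has a replicate check, and the 95% intervals (exact, Clopper-Pearson) cover counting error only. The methods state that all experiments were done at least 3 times, but not whether a library pooled several cultures. A single culture below means the cells behind 1 library, pooled or not. TMM scaling put the log2 fold changes 0.15 lower with Rg3 and 0.21 higher with TAM than division by library totals, so that directions of small changes depend on the scaling. Fold changes also followed the base composition of the transcripts. In genes with at least 50 counts, the log2 fold change fell with GC content in the Rg3 library (Spearman's rho across 11583 genes, -0.81) and rose with it in the TAM library (0.51 across 11022 genes). In the TAM library it also fell with transcript length (rho, -0.45), while in the Rg3 library the relation with length was weaker (0.20). Genes are not independent replicates, so that these correlations describe the libraries.

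**Figure D1:**
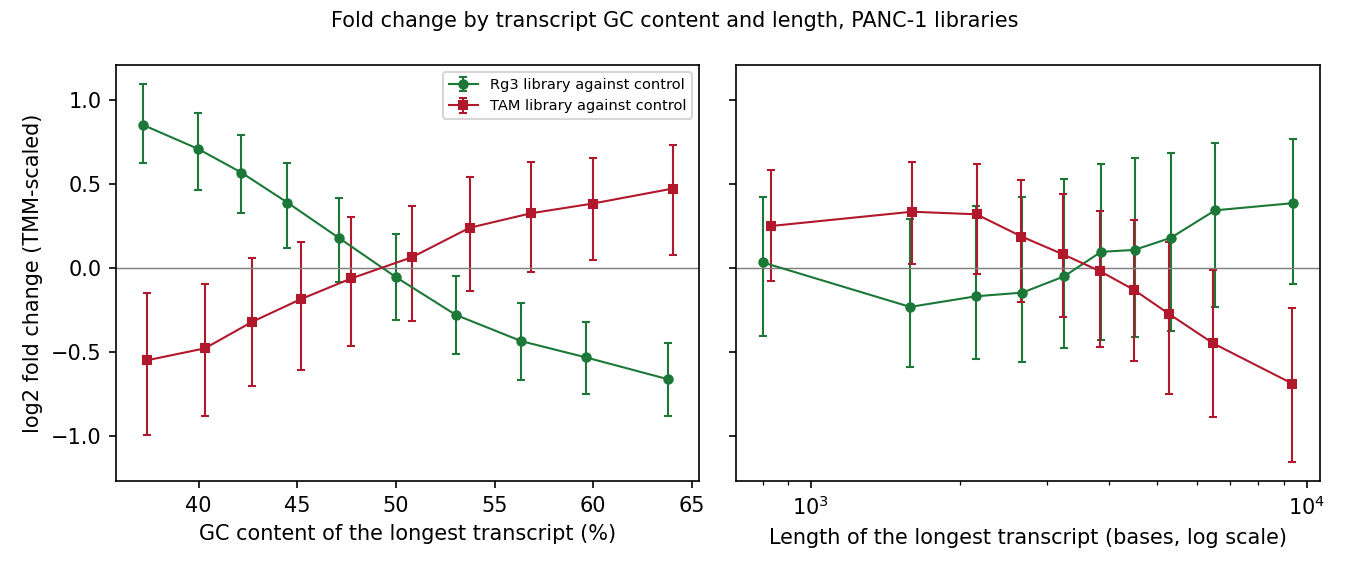
Median log2 fold change (TMM-scaled) of each treated PANC-1 library against the control library, for genes sorted into 10 groups of equal size by the GC content (left, in percent) or the length (right, in bases, log axis) of their longest transcript. Bars span the quartiles of the genes in a group. From the lowest to the highest GC content, the median went from 0.85 to -0.66 with Rg3 and from -0.55 to 0.47 with TAM.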

We then performed RNA-seq to obtain the gene expression profiles after treatment with Rg3 or TAM. As shown in Fig. 4b, although showing different patterns, both Rg3 and TAM repressed the expression of multiple angiogenesis-related genes. Moreover, both Rg3 and TAM reversed the growth-promoting effect of cantharidin and presented additive anticancer effects in combination with cantharidin (Fig. 4c–j).

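Fig. 4b lists 129 angiogenesis-related genes, and each of them is in the count table. No read was counted on 24 of these genes in any library, and 64 had under 10 counts in every library. The other 65 were compared. In the Rg3 library, 24 of the 65 were lower than in the control library and 6 were higher, by a fold under 0.67 or over 1.5 and an adjusted p under 0.05. In the TAM library, 18 were lower and 15 were higher. When adjusted over the list alone, the counts were also 24 and 6 with Rg3 and 18 and 15 with TAM. With division by library totals in place of TMM scaling, 19 genes were lower and 11 higher with Rg3, and 22 were lower and 11 higher with TAM. The assumed spread between cultures moved these counts most: with a biological coefficient of variation of 0.4 in edgeR's exact test, 0 of the 65 genes passed in either library. Over all genes compared, that test called 0 higher and 1 lower in each treated library, and it left MSMO1 (12.8-fold with Rg3) uncalled. With 1 library per condition it could call hardly any gene, so that its 0 does not show that the genes of Fig. 4b were unchanged. In simulated libraries without any change but with a spread of 0.4, the binomial test called a mean of 14.9 genes of the figure lower with Rg3 and 14.3 with TAM, and with a spread of 0.2 it called 5.2 and 5.19. It called about as many higher, with means of 15.1 with Rg3 and 15.4 with TAM at a spread of 0.4, and of 5.4 and 5.15 at 0.2. At 0.4, 95% of the 100 simulations had between 8 and 21.5 genes of the figure lower with Rg3, with a maximum of 23, and between 9.48 and 22.1 higher, and with TAM they had between 7.48 and 21 lower and between 7.95 and 23.5 higher. The 18 lower and 15 higher with TAM lay inside these ranges, while the 24 lower with Rg3 lay above and the 6 higher below. The simulated range over all genes was narrow (3446 to 3614 lower with Rg3 at 0.4), as for genes that vary independently. In the sequenced libraries, fold changes moved together with GC content. A count outside a range, here or below, therefore does not show more than a difference between cultures or library preparations. With library totals, which the simulated libraries were divided by, both counts with Rg3 lay inside, and with TAM the 22 lower lay above and the 11 higher inside. With DESeq2's size factors, 23 were lower with Rg3, above the range and at the maximum, and with a trend on GC content and length removed 12 were, inside it, while the 6 and 3 higher with Rg3 lay below. Among genes with at least 50 counts, ANPEP fell by 1.69 on the log2 scale with Rg3 (95% interval -1.74 to -1.63), from 9069 counts to 3549, PGF fell by 1.31 (-1.63 to -1.003), ENG by 1.07 (-1.27 to -0.87), PDGFB by 1.05 (-1.16 to -0.94) and TYMP by 1.05 (-1.34 to -0.76). HIF1A rose by 1.21 (1.00 to 1.42), FGF2 by 1.00 (0.59 to 1.43), AGGF1 by 0.90 (0.64 to 1.17), ITGAV by 0.69 (0.59 to 0.79) and EREG by 0.62 (0.27 to 0.97). With TAM, EFNB2 fell by 1.82 (-2.70 to -1.01), ITGAV by 1.54 (-1.71 to -1.36), TGFB2 by 1.53 (-1.97 to -1.12), TGFBR1 by 1.37 (-1.70 to -1.05) and CTGF by 1.28 (-1.42 to -1.15). CCL2 rose by 3.04 (2.78 to 3.31), from 135 counts to 964, ANGPTL4 by 2.06 (1.98 to 2.15), NOTCH4 by 1.57 (1.01 to 2.16), CXCL1 by 1.27 (0.96 to 1.58) and ID1 by 1.23 (1.17 to 1.29). Some of these values carry limits of counting. AGGF1 shares 39.5% and TGFB2 shares 26.4% of their 50-base stretches with another annotated gene, CXCL1 shares 5.73%, mainly with CXCL2, exons of FGF2 overlap NUDT6 on the opposite strand, and exons of ENG, HIF1A, ITGAV, EFNB2 and CTGF overlap other annotated genes there. Both treated libraries were lower for 3 genes, SERPINF1, EDN1 and NRP2, and no gene was higher in both. In 6 genes the calls were opposite: NOTCH4, SPHK1 and PGF were lower with Rg3 and higher with TAM, and FGF2, HIF1A and ITGAV were higher with Rg3 and lower with TAM. In the simulated libraries at 0.4, a mean of 6.61 genes were lower in both, with 95% of simulations from 2 to 12. A mean of 7.7 were higher in both (3 to 12) and 1.77 opposite (0 to 4, maximum 4). The 3 genes lower in both lay inside, the 0 higher in both below and the 6 opposite above. At 0.2, the 0 higher in both lay inside (0 to 4.525), and the maximum of opposite calls was 1. Library totals kept the 3 genes lower in both and left 3 of the 6 opposite, FGF2, HIF1A and ITGAV. With genes newly called there, 5 were lower in both, inside the range at 0.4, and 5 were opposite, above it. CCL2 and CXCL2 were then the only genes higher in both, below the range. Removal of a trend on GC content and length left 1 of the 3, EDN1, lower in both and 0 of the 6 opposite. With ANPEP and TGFBR1 newly so, 3 genes were then lower in both, and 3 other genes were opposite, both counts inside the ranges. Across the 65 genes, which are not independent replicates, the log2 fold changes with Rg3 and TAM had a Pearson's r of -0.06 (95% bootstrap interval -0.31 to 0.18) and a Spearman's rho of -0.12, where simulated unchanged libraries against 1 shared control gave a mean r of 0.52. With the trend on GC content and length removed, 7 of the 24 genes lower with Rg3 and 12 of the 18 lower with TAM were still called lower, and among the genes called with Rg3 the changes of ITGAV (-0.09), EREG (-0.28), SPHK1 (0.12) and FGFR3 (0.02) took the other sign. Of the genes given with intervals for Rg3, only ANPEP and PGF kept their calls. HIF1A (0.32), AGGF1 (0.22) and FGF2 (0.18) were no longer called higher, and ENG, PDGFB and TYMP were no longer called lower. Each gene given with an interval for TAM kept its call. From the profiles in Fig. 4b, the paper states that Rg3 and TAM, with different patterns, both lowered the expression of multiple angiogenesis-related genes. The list of Fig. 4b is not limited to proangiogenic genes. It holds COL18A1, which the paper calls antiangiogenic and which was among the genes lower with Rg3. The counts above do not separate the 2 kinds, so that a lower gene is not by itself an antiangiogenic change.

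**Figure D2:**
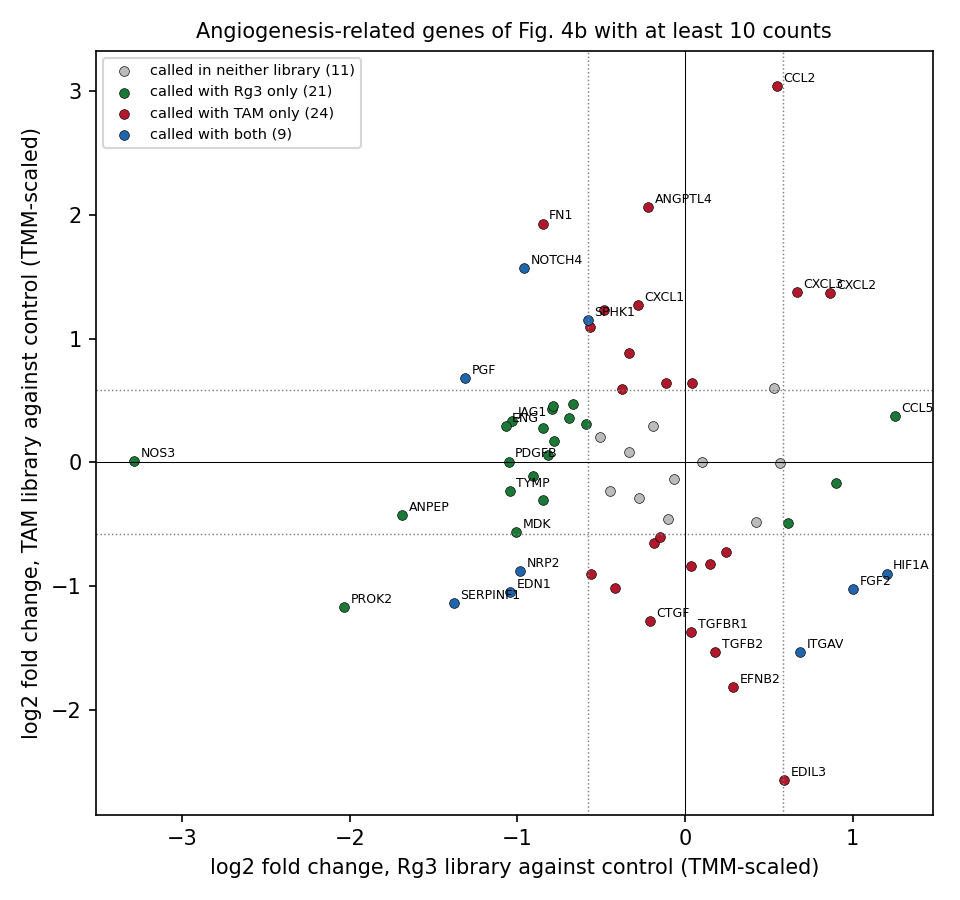
Log2 fold change of 65 genes of Fig. 4b in the Rg3 library (x axis) and in the TAM library (y axis) against the control library, TMM-scaled, with 1 library per condition. Each point is a gene, colors show in which library it passed the criteria, and dotted lines mark folds of 1.5 and 0.67. The criteria were passed by 21 genes with Rg3 only, 24 with TAM only, 9 with both and 11 with neither.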

**Fig. 4:**
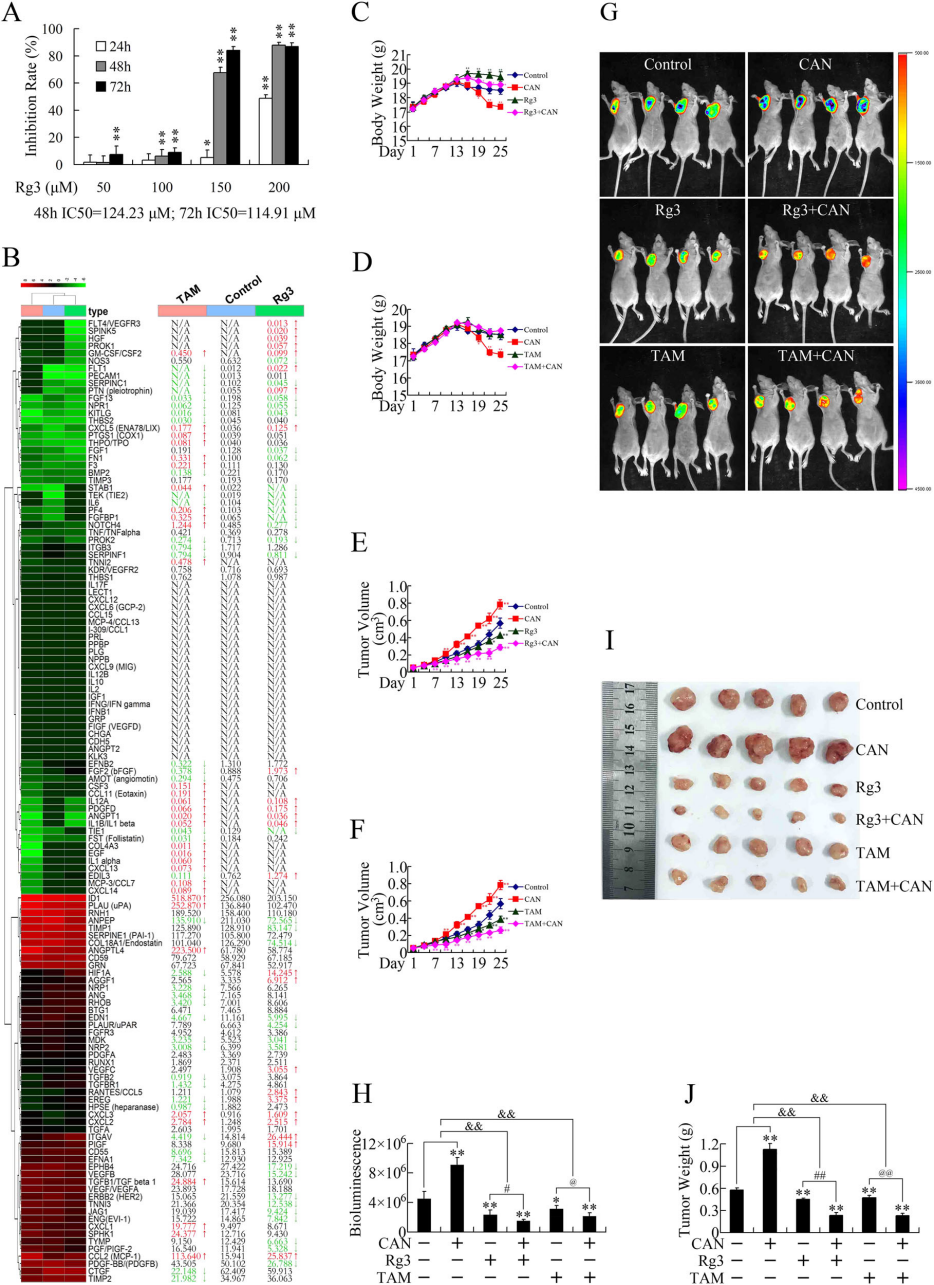
Both PKC-inhibiting tamoxifen and traditional medicine ingredient Rg3 attenuated the pro-growth effect of cantharidin in vivo. **a** Evaluation of the cytotoxicity of Rg3 in PANC-1 cells in vitro by MTT assay. Exposure to various concentrations of Rg3 inhibited PANC-1 cell growth in time- and dose-dependent manners. *P < 0.05 and **P < 0.01, significant differences vs. control group. **b** RNA-seq data of PANC-1 cells after treatment with tamoxifen (TAM) and Rg3. The up and down arrows indicate significantly upregulated or downregulated gene expression levels by 1.5-fold. **c**, **d** Body weight evaluations of subcutaneous xenograft models upon treatment with cantharidin and Rg3 (**c**) or TAM (**d**). **e**, **f** Tumor volume evaluations of subcutaneous xenografts after treated with cantharidin and Rg3 (**e**) or TAM (**f**). **g**, **h** Representative in vivo bioluminescent images (**g**) and bioluminescence analysis (**h**) showing the effects of cantharidin combined with Rg3 or TAM on pancreatic cancer subcutaneous xenografts. **i**, **j** Photographs of subcutaneous cancer xenografts (**i**) and tumor weight evaluation (**j**) of subjects treated by cantharidin combined with Rg3 or TAM. *P < 0.05 and **P < 0.01, significant differences vs. control group. ^#^*P* < 0.05, ^##^*P* < 0.01, ^@^*P* < 0.05, ^@@^*P* < 0.01, and ^&&^*P* < 0.01, significant differences between fold changes

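The counts behind the 1.5-fold criterion were low for many genes of Fig. 4b. When that criterion alone was applied to counts divided by the library totals, with any read against none taken as a change, 32 of the 129 genes came out lower and 24 higher in the Rg3 library, and 37 came out lower and 32 higher in the TAM library. This rule was chosen after the values were seen. Of the 24 genes higher with Rg3, 10 had at most 3 counts in both libraries compared and 5 rested on a single read, and of the 32 lower, 6 and 3 did. With TAM, 14 of the 32 higher genes had at most 3 counts in both libraries and 7 rested on a single read, while of the 37 lower genes 7 and 4 did. At least 10 counts in either library, TMM scaling and the adjusted p left 6 of the 24 and 20 of the 32 with Rg3, and 11 of the 32 and 18 of the 37 with TAM. IL6 had 3 counts in the control library and 0 in each treated library, so that a difference was not detectable at this depth. TNF had 7 counts in the control library, 6 with Rg3 and 8 with TAM. VEGFA, with 734, 857 and 991 counts, changed by -0.11 on the log2 scale with Rg3 (95% interval -0.25 to 0.03) and by 0.64 with TAM (0.50 to 0.78). With library totals the change of VEGFA with Rg3 was 0.04, of the other sign, and its change with TAM was 0.43, under 1.5-fold. Removal of the trend on GC content and length put these changes at 0.05 and 1.08, and the latter was called higher. COL18A1, which gives rise to endostatin and has exons that overlap SLC19A1 on the opposite strand, fell by 0.91 with Rg3 (-0.95 to -0.86) and by 0.11 with TAM (-0.16 to -0.07). With the trend on GC content and length removed, the change of COL18A1 with Rg3 was -0.11 and was no longer called, and with library totals its change with TAM was -0.32.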

### Antiangiogenic therapeutics antagonized the proangiogenic effect of cantharidin in vivo

We then investigated whether specific antiangiogenic therapeutics could be more effective to constitute regimens with cantharidin. Three antiangiogenic therapeutics were used (Fig. 5a), including bevacizumab (a partially humanized monoclonal antibody targeting VEGF), Apatinib (an antiangiogenic agent targeting the intracellular ATP-binding site of VEGF receptor 2), and Endostar (a recombinant human endostatin).

**Fig. 5:**
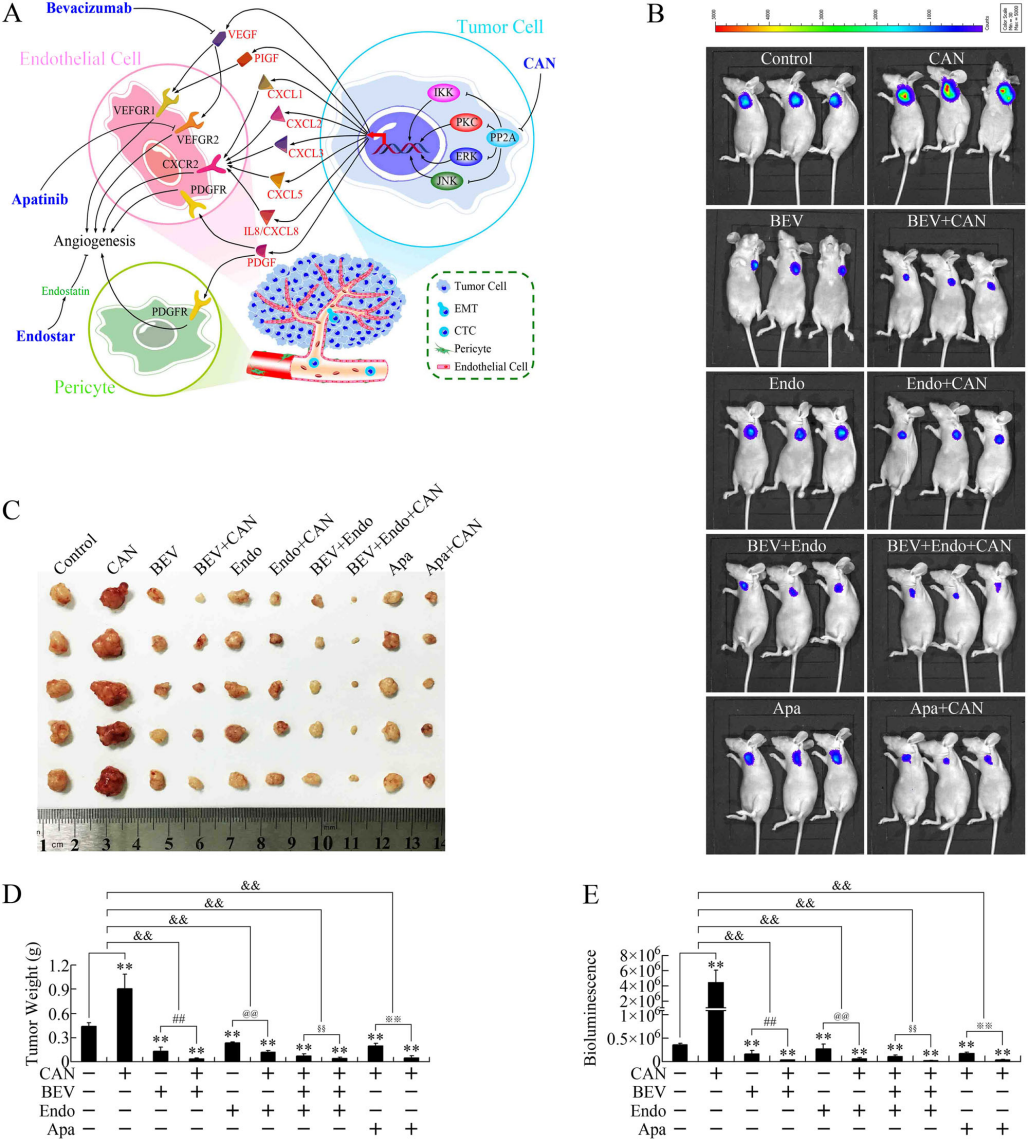
Antiangiogenic therapeutics impaired the pro-growth effect of cantharidin in vivo. **a** Potential mechanisms related to the proangiogenic effect of cantharidin. **b** Representative bioluminescent images showing the effects of cantharidin (CAN) and antiangiogenic therapeutics on pancreatic cancer subcutaneous xenografts. Three antiangiogenic therapeutics, including bevacizumab (BEV), Apatinib (Apa), and Endostar (Endo), were used. **c**–**e** Photograph (**c**), tumor weight (**d**), and bioluminescence (**e**) of subcutaneous xenografts. **P < 0.01, significant differences vs. control group. ^##^*P* < 0.01, ^@@^*P* < 0.01, ^§§^*P* < 0.01, and ^※※^*P* < 0.01, significant differences between groups. ^&&^*P* < 0.01, significant differences between fold changes

As shown in Fig. 5b–e, when combined with bevacizumab, Apatinib, and/or Endostar, cantharidin repressed the growth of pancreatic cancer subcutaneous xenografts remarkably, indicating that cantharidin could play an effective anticancer role in vivo, as long as antiangiogenic therapeutics were applied. Notably, the combination of bevacizumab, Endostar, and cantharidin almost abolished the enlargement of xenografts, suggesting that this regimen holds promise for future clinical applications.

### Derivatives of cantharidin also presented in vivo growth-promoting effects that could be reversed by bevacizumab

Studies have shown that cantharidin has significant side effects, such as nephrotoxicity. Therefore, several derivatives of cantharidin have been developed for clinical practice. The most widely used derivatives are sodium cantharidinate (SCAN) and norcantharidin (NCTD) (Fig. 6a). Considering the growth-promoting effect of cantharidin in vivo, it is necessary to evaluate whether the derivatives of cantharidin could also accelerate tumor growth. The cytotoxicities of SCAN and NCTD against pancreatic cancer cells were first verified in vitro using MTT assays. As expected, both SCAN and NCTD repressed the growth of pancreatic cancer cells in dose- and time-dependent manners, although the efficiencies of the derivatives were weaker than their precursor (Fig. 6a).

**Fig. 6:**
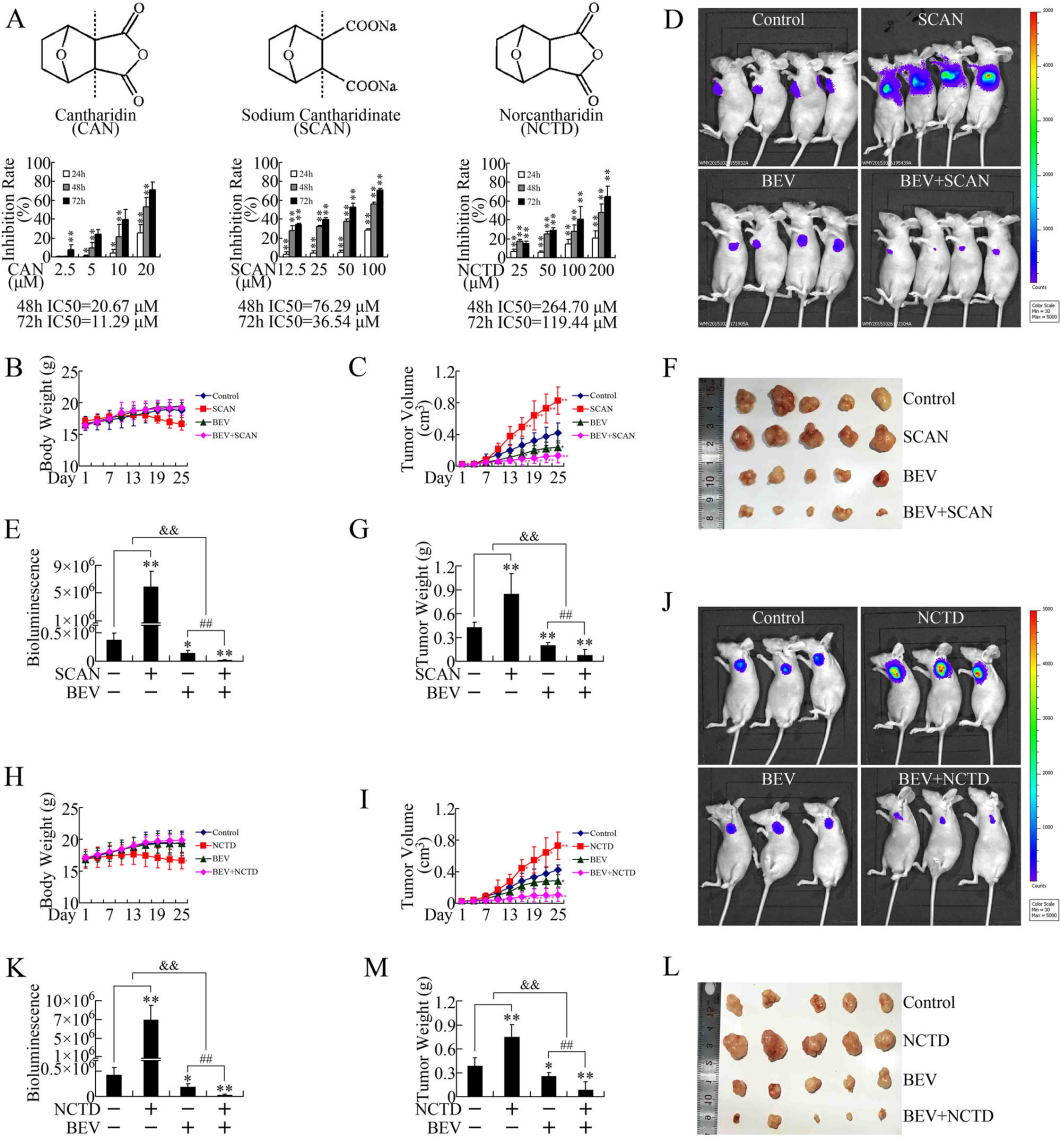
Bevacizumab attenuated the pro-growth effect of cantharidin derivatives in vivo. **a** Exposure to various concentrationsa of cantharidin (CAN), sodium cantharidinate (SCAN), and norcantharidin (NCTD) inhibited PANC-1 cell growth in dose- and time-dependent manners in vitro. **b**, **c** Body weight (**b**) and tumor volume (**c**) evaluations of subcutaneous xenograft models upon treatment with SCAN combined with bevacizumab (BEV). **d**, **e** Representative in vivo bioluminescent images (**d**) and bioluminescence analysis (**e**) showing the effects of SCAN combined with BEV on the growth of xenografts. **f**, **g** Photographs (**f**) and tumor weight evaluation (**g**) of xenografts treated by SCAN and/or BEV. **h**, **i** Body weight (**h**) and tumor volume (**i**) evaluations of subcutaneous xenograft models upon treatment with NCTD combined with BEV. **j**, **k** Representative in vivo bioluminescent images (**j**) and bioluminescence analysis (**k**) showing the effects of NCTD combined with BEV on the growth of xenografts. **l**, **m** Photographs (**l**) and tumor weight evaluation (**m**) of xenografts treated with NCTD and/or BEV. *P < 0.05 and **P < 0.01, significant differences vs. control group. ^##^*P* *<* 0.01, significant differences vs. BEV-treated groups. ^&&^*P* < 0.01, significant differences between fold changes

Consistent with cantharidin, both SCAN and NCTD promoted the growth of xenografts in vivo, which could be antagonized by bevacizumab (Fig. 6b–j). SCAN and NCTD are better tolerated than cantharidin; therefore, the combination of cantharidin derivatives and antiangiogenic therapeutics could represent more practical regimens.

Moreover, to better illustrate the roles played by cantharidin and its derivatives in solid tumors in vivo, we confirmed the antitumor effect of them in combination with antiangiogenic therapeutics in colorectal cancer subcutaneous xenografts models (Supplementary Figure 3). Compared with the control and single drug-treated groups, the tumors in the co-treated groups were much smaller, implying that cantharidin and its derivatives exhibited a significant antitumor effect in colorectal cancer when co-treated with antiangiogenic therapeutics.

## Discussion

Cantharidin, as a traditional antitumor drug, has been widely used in clinical practice in China. The antitumor activity of cantharidin, involving inhibiting migration, triggering apoptosis, arresting G2/M transition, and repressing invasion, has been explored in many in vitro studies^4–11^. However, conflicting with these antitumor roles, subcutaneous and orthotopic xenograft models clearly illustrated that cantharidin could accelerate the growth of pancreatic, lung, and colorectal cancers in vivo. In addition, the emergence and decay of the bioluminescence peak value suggested that cantharidin-treated xenografts might have a rich blood supply. Higher MVD^20^ was detected in cantharidin-treated xenografts, confirming the proangiogenic effect of cantharidin in vivo.

Increasing evidence shows that aberrant angiogenesis plays an essential role in tumor progression in vivo^19,21^. Abundant angiogenesis regulatory factors and oncogene activation are critical for supporting tumorigenic angiogenesis phenotypes^22^. In the present study, a microarray and an angiogenesis antibody array suggested that cantharidin significantly upregulated the expression levels of proangiogenic IL-8, GRO, VEGF, GM-CSF, and uPAR at both mRNA and protein levels. Besides, the Milliplex assay exhibited that cantharidin promoted the secretion of proangiogenic VEGF, IL-6, IL-8, and TNF-α. It is worth noting that cantharidin increased VEGF and IL-8 not only at the mRNA level but also at the protein and secretion levels. VEGF exerts a crucial role in promoting of vascular endothelial cell growth and is vital for the process of angiogenesis^23^. IL-8 is a pro-inflammatory cytokine that acts as a chemotactic agent. Besides, it is also a powerful angiogenic factor^24^, which contributes to the distant metastasis of cancer^25,26^. Therefore, VEGF and IL-8 may exert a major role in the proangiogenic effect of cantharidin.

Cantharidin is a potent and selective inhibitor of PP2A, a repressor of several oncogenic kinase pathways, including ERK, JNK, PKC, and NF-κB. Inhibition of PP2A can boost tumor growth by inducing phosphorylation and activating these oncogenic substrate kinases^27,28^. ERK and JNK are members of the mitogen-activated protein kinase family. Activation of ERK has been linked to cell survival, whereas JNK participates in proliferation^6^. PKC is a vital messenger for the transcriptional regulation of growth factor-responsive MMP genes, which promotes cancer cell invasion^29^. The NF-κB pathway is involved in the regulation of multiple genes participating in angiogenesis of pancreatic cancer^13^. In this study, inhibitors of these kinase pathways markedly attenuated the cantharidin-induced remodeling of the proangiogenic gene expression profiles, suggesting that all these pathways contribute to the provascularization effect of cantharidin. Notably, among the 25 investigated proangiogenic genes, the PKC inhibitor and NF-κB pathway inhibitor were the most effective reagents, attenuating the upregulation of 20 and 18 genes, respectively. This suggested that the PKC and NF-κB pathways could be the most relevant pathways participating in the proangiogenic effect of cantharidin.

TAM is a prototypical drug targeting estrogen receptor. Studies have revealed that TAM is a PKC inhibitor and can enhance the anti-pancreatic cancer effect of cantharidin by inhibiting the PKC signaling pathway in vitro^11^. In view of the significant role of PKC pathway in promoting angiogenesis of cantharidin, we evaluated whether TAM, as a PKC inhibitor, could antagonize the tumor-promoting effect of cantharidin. Ginsenoside Rg3, the predominant active constituent of ginseng, is a commonly used Chinese medicinal herb that inhibits biological activity of endothelial progenitor cells^16,17^. Furthermore, Rg3 has been reported to repress vascularization^18^. Therefore, we confirmed whether Rg3, as an antiangiogenic agent, could be used to antagonize the growth-promoting effect of cantharidin. As expected, cantharidin successfully fulfilled its antitumor potential in vivo in the presence of TAM or Rg3, presenting additive antitumor effects.

Clinical practices have proved that antiangiogenic therapy is an important and promising method for the treatment of cancer patients^30^. Researchers have made much effort to the direct discovery of new antiangiogenic drugs. Bevacizumab, Apatinib, and Endostar are all well-developed antiangiogenic agents that target VEGF, VEGFR-2, and endostatin, respectively, and have achieved considerable curative effect in patients with tumors^31–33^. Therefore, we evaluated the combination of cantharidin and these specific antiangiogenic therapeutics and found that these regimens presented remarkable additive antitumor effects.

Derivatives of cantharidin, such as SCAN and NCTD, have also been demonstrated to exert remarkable antitumor activity in vitro^9,34,35^. Consistent with the results for cantharidin, both SCAN and NCTD promoted tumor growth. In addition, the combination of SCAN or NCTD with bevacizumab inhibited the growth of pancreatic cancer subcutaneous xenografts dramatically.

Many reagents can repress cancer cell proliferation in vitro; however, in in vivo studies, the tumor microenvironment should be taken into consideration. Our present study revealed an unfavorable proangiogenic side effect of cantharidin via targeting the tumor angiogenic microenvironment in vivo. Antiangiogenic therapeutics or inhibitors of proangiogenic kinase pathways could antagonize the growth-promoting effect of cantharidin and present additive antitumor effects, exhibiting adequate efficacy. Therefore, rigorous preclinical investigations and clinical trials should be performed for any pharmaceuticals, even those derived from traditional medicine. We highly recommend that clinical applications of cantharidin and its derivatives should be performed on the premise of antivascularization therapy.

## Materials and methods

### Cell line and cultures

The human pancreatic cancer cell line PANC-1, the colorectal cancer cell line LoVo, and the lung cancer cell line NCI-H292 were all purchased from the American Type Culture Collection (ATCC; Manassas, VA, USA). PANC-1 and LoVo cells were maintained in Dulbecco’s modified medium (Gibco, Grand Island, NY, USA). NCI-H292 cells were maintained in Roswell Park Memorial Institute-1640 medium (Gibco). In all, 10% fetal calf serum (Gibco), 100 U/mL penicillin, and 100 mg/mL streptomycin were added to the medium. The atmosphere is humidified at 37 °C in a 5% CO_2_ incubator. Cells were tested for mycoplasma contamination and passaged every 2–3 days.

### Reagents

Cantharidin, OA, TAM, PD98059, SP600125, and GF109203X were purchased from Enzo Life Science International, Inc. (Plymouth Meeting, PA, USA). NCTD and EF-24 were purchased from Sigma (St. Louis, MO, USA). SCAN was purchased from Jinqiao Pharmaceutical Co. Ltd (Guizhou, China). Ginsenoside Rg3 was purchased from Shanghai Jinsui Bio-Technology Co. Ltd (Shanghai, China). Bevacizumab was purchased from Roche Pharma Co. Ltd (Basel, Switzerland). Endostar was purchased from Simcere-Medgenn Bio-pharmaceutical Co. Ltd (Shandong, China). Apatinib was purchased from Hengrui Medicine Co. Ltd (Jiangsu, China).

### Nude mouse tumor xenograft model and treatments

Four-week-old female BALB/c athymic nude mice were purchased from Shanghai SLAC Laboratory Animal Co. Ltd (Shanghai, China). According to the Soochow University Institutional Animal Care and Treatment Committee, all mice were given 1 week to adapt to the new environment and received humane care throughout our experiments.

For subcutaneous xenograft model, about 1 × 10^7^ cells in Matrigel (Becton Dickinson, Bedford, MA, USA) were injected together into the left side of the mice. Tumor volume was measured and recorded each day. For orthotopic pancreatic xenograft model, about 0.5 × 10^7^ cells stably expressing firefly luciferase in Matrigel were injected into the body tail of the pancreas of nude mice. After sample size estimation, all mice were grouped randomly. Investigators were blinded to the group allocation during the experiments.

Treatments were conducted according to the following methods: Cantharidin, SCAN, and NCTD, dissolved in dimethyl sulfoxide (DMSO), were administered every 3 days by intraperitoneal injection at doses of 1, 20, and 1.5 mg/kg, respectively. Bevacizumab (50 mg/kg every 3 days) and Endostar (50 mg/kg per day) were administered via the caudal vein. Apatinib, TAM, and Ginsenoside Rg3 were dissolved in DMSO and administered daily by intragastric administration at doses of 10, 0.5, and 20 mg/kg, respectively. For living imaging assay, the mice were anesthetized and then given 1.5 mg D-Luciferin of 100 µL phosphate-buffered serum (PBS) by intraperitoneal injection. Bioluminescence was imaged using an IVIS Lumina II apparatus (PerkinElmer, Waltham, MA, USA) or a Kodak In-Vivo Imaging System FX Pro (Rochester, NY, USA). When the experiments were terminated, the tumors were stripped and formalin-fixed for immunohistochemical assays.

### Immunohistochemistry

All resected tumor samples were fixed in 10% formalin and then embedded in paraffin by conventional treatment. Slices were cut into 4-μm thickness, heated for 30 min at 60 °C, and then dewaxed and hydrated. The slides were microwave treated for 5 min with an antigen repair buffer. After supplementing the buffer, microwave 5 min to heat the slides once again, then cool for 20 min. After blocking the endogenous peroxidase activity by adding 3% H_2_O_2_, the sections were incubated with 10% bovine serum albumin for 1 h to block non-specific binding. Rabbit anti-CD34 antibodies (ab81289; Abcam, London, UK) was used for immunohistochemical staining. A SuperPicture Polymer Detection Kit (No. 87–8963; Invitrogen, Carlsbad, CA, USA) was used to visualize the binding complex after incubating with the corresponding second antibody.

### Angiogenesis vascularity evaluation

MVD was defined as the number of blood vessels obtained by counting each field of view at the region of high vessel density. First, vascular endothelial cells were stained with anti-CD34 antibodies. The positive expression sites were brown or brownish yellow. The sections were placed under a low power microscope to determine the region of the highest staining density, defined as the “hot spot” area, and then placed under a 400-fold microscope to count the microvessels. Individual or clustered endothelial cells were counted. There were no scores for blood vessels in the peritumoral and necrotic areas. Cells that were unclear or fuzzy stained are not counted. A vascular lumen was not an essential structure for microvessel counts. The branching structure was calculated as one, except that vascular continuity was interrupted, in which case the branch structure was calculated as two different blood vessels. MVD was calculated as the average valve of blood vessel contours counted per mm^2^ from at least three hot spots.

### Milliplex assay

Secretion levels of IL-6, IL-8, TNF-α, and VEGF were detected using a multiplex biometric immunoassay (Cat. No. HCYTOMAG-60K; Millipore). Luminex Technology (Bio-Plex Workstation; Bio-Rad Laboratories, Hercules, CA, USA) was used to calculate the mean fluorescence intensity. Milliplex® Analyst 5.1 (Bio-Rad Laboratories) was applied for data analysis.

### Angiogenesis antibody array

Proteins were biotinylated in the samples and the superfluous biotin was removed by spin-filter. After dialyzing by PBS, biotinylated proteins were added to RayBio Human Angiogenesis Antibody Array membranes (RayBiotech, Norcross, GA, USA). By incubation with horseradish peroxidase–streptavidin, the captured biotinylated proteins could be measured. Then a chemiluminescence imaging system (RayBiotech) was applied to analyze the results. The internal control signals of each protein array chip were used for standardization. Quality control was performed by removing proteins with a signal intensity <50. A *t* test was used for the difference analysis, and fold changes ≥1.5 times were considered significant. Standardization was performed with internal control signals on each protein chip to remove proteins that were 50 times lower than the original signal intensity.

### Real-time PCR

Total RNA was first extracted by TRIzol reagent (Invitrogen) following its protocol. After quantification by spectrophotometry, reverse transcription was carried out in a system of 20 μL with 1 μg total RNA using a PrimeScript RT Kit (Takara, Otsu, Shiga, Japan) following the manufacturer’s protocol. Aliquots of cDNA were placed on a LightCycler 96 Real-time Quantitative PCR Detection system (Roche, Indianapolis, IN, USA) for PCR amplification. The reaction system was 25 μL, which consisted of the cDNA, forward and reverse primers, and SYBR Green PCR master mix (Roche). Three sets of duplicate wells were set for each sample, and the reaction was terminated after 40 cycles. The Ct value of each system was recorded. *B2M* gene was used as an internal standard. The relative transcription levels of mRNA were calculated by 2^−ΔCT^. Specific primers used in this study are listed in Table 1.

**Table 1:** Primers

Genes	Sense (5′–3′)	Antisense (5′–3′)	Product size (bp)
B2M	TCAAGAAGGTGGTGAAGCAG	AAGGTGGAGGAGTGGGTGTC	112
VEGFA	CACCCACCCACATACATACATTT	CCTCCCAACTCAAGTCCACAG	170
PGF/PIGF-2	AAGGGAGCTGCTGTCTGCG	CTTGCGGAGTCAGGAGCCCGTAGGT	192
PDGFA	ATTGTAGCACTCGGTGAAGCA	TCTGGAGTCGTTCCCAAAGC	247
CXCL1	CACCCCAAGAACATCCAAAGT	CCTTCAGGAACAGCCACCA	210
CXCL2	GCTTATTGGTGGCTGTTCCTG	ACACATTAGGCGCAATCCAG	101
CXCL3	GCCCAAACCGAAGTCATAGC	GAACCCTCGTAAGAAATAGTCAAAC	271
CXCL5	ACAGTGCCCTACGGTGGAAGT	CTCATCAAAGCAGGGAGTTCATA	266
IL-8/CXCL8	TGGATGGGTTCAGAGGCAC	GCAGGGCAGAAGGAATGGT	147
IL1α	TGACGACGCACTTGTAGCCAC	GCCAATGAAATGACTCCCTCT	111
IL10	TGGTGAAGGAGGATCGCTAGA	CCTTGATGTCTGGGTCTTGGTT	204
IL12A	TATGATGGCCCTGTGCCTTAG	CTATCAATAGTCACTGCCCGAAT	279
FIGF	CATCCCATCGGTCCACTAGGT	CAGCCACCACATCGGAACA	190
GM-CSF	ACACTGCTGCTGAGATGAATGA	AAAGGTGATAATCTGGGTTGCA	218
CSF3	CCTTCGCCTCTGCTTTCCA	CGTTCTGCTCTTCCCTGTCTTT	199
COL18A1	TCAGACCACGGCTCGATTTC	CTCAGCTCCCATTGCCTCA	154
EFNB2	GACGTCCAGAACTAGAAGCTGG	CACCAGCGTGATGATGATGACG	197
SPHK1	GAAGGGTGAGAAGGTGGAGG	TTATTTGGATTTGGTTCGTGGG	147
TIE1	CCAAGTACGTTGTGGAGGTGC	ACGGATGATGGTGCTTGTCTC	95
BTG1	CGGGTTACCGTTGTATTCGC	TTCGGCTGTCTACCATTTGC	246
CD55	GCTAAATTCTGCATCCCTCAAAC	TGTAACCTGGACGGCACTCAT	92
KDR	CCCAATAATCAGAGTGGCAGTG	CATAGACATAAATGACCGAGGCC	163
KITLG	TGTTGGATAAGCGAGATGGTAGT	TTCACGCACTCCACAAGGTC	146
PLAUR/uPAR	GCCGGGCTGTCACCTATT	CCACATCCAGGCACTGTTCTTC	132
RHOB	GCATCCAAGCCTACGACTACCT	CGGCCCTCATAGCACCTT	149
RUNX1	TGCCTCAGTGGAGACAAGTGG	GTCTCAGCCTGGTGAAAGCA	107

### MTT assay

MTT was performed to assess the ability of cell growth. Cells in logarithmic growth phase were adjusted to an appropriate cell density and seeded into 24-well culture plates. Twenty-four hours later, the cells were grouped and administered treatment according to the experimental requirements. After treatment, MTT and DMSO were added separately according to the protocol described in our previous study^6^. The absorbance value was measured at 490 nm by a microplate enzyme-linked immunosorbent assay reader (Bio-Rad Laboratories). Inhibition rate = [(mean control absorbance − mean experimental absorbance)/mean control absorbance] × 100 (%).

### RNA-seq analysis

First, total RNA was extracted using TRIzol reagent (Invitrogen) following its protocol. An RNeasy Mini Column (Qiagen, CA, USA) was then used to purify the extracted RNA. After quality evaluation, total RNA was sequenced and analyzed for mRNA expression profile (Novel Bioinformatics, Shanghai, China). We used FAST-QC to assess the original sequencing data and TopHat for RNA-seq alignment^36^. To identify the possible splicing junctions, MAQ was used to assemble the mapped reads. Besides, the unmapped reads also could define the splice junctions using the seed extension procedure. 

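Because the deposited table has 1 library per condition, the spread between replicates that a false discovery rate across conditions needs could not be estimated from it. The fold limits of 1.5 and 0.67 and an adjusted p under 0.05 were therefore applied to the exact comparison of each treated library with the control library. Among 16487 genes compared for Rg3, 3274 were higher and 2612 were lower. For TAM, 2216 of 16079 genes were higher and 2901 were lower. Division by library totals shifted the balance to 4315 higher and 1719 lower with Rg3, and to 1120 higher and 4190 lower with TAM. With an assumed biological coefficient of variation of 0.2, edgeR's exact test called 62 genes higher and 94 lower with Rg3, and 110 higher and 364 lower with TAM. In simulated unchanged libraries with a variation of 0.4, the binomial comparison called a mean of 3505 genes higher and 3530 lower with Rg3. On library totals, the scale of the simulations, the 4315 higher genes of the sequenced Rg3 library lay above that mean and the 1719 lower genes below it. With a variation of 0.2 the binomial comparison called a mean of 1217 higher and 1238 lower, fewer than between the sequenced libraries with TMM scaling or library totals. With a trend on GC content and length removed, 650 genes were higher and 1021 lower with Rg3, both under these means. That removal covers only the 86.6% of genes with a GC value. Among genes with at least 100 counts, 3 of the 5 largest increases with Rg3 were in genes of cholesterol synthesis: MSMO1 (log2 fold change 3.68, from 122 to 1970 counts), HMGCS1 (3.36, from 291 to 3776) and IDI1 (3.099, from 333 to 3595). Exons of HMGCS1, IDI1, NKAIN4 and VPS13C overlap other annotated genes on the opposite strand. The others were RPL18P3 (4.32), a pseudogene that can share reads with RPL18, and LOC100289320 (3.94), which was not matched by name in GENCODE 29. TNS4 (-4.00), AQP3 (-3.75), KRT81 (-2.84), HR (-2.61) and NKAIN4 (-2.55) decreased most with Rg3, where KRT81 shares 44.6% of its stretches of 50 bases with another gene, mainly KRT86. With TAM, RPL18P3 (4.74), RN7SK (4.03), HS3ST1 (3.94), CALB2 (3.63) and MIR4721 (3.23) increased most. Each stretch of RN7SK recurs in another annotated gene, and MIR4721 shares 27.5% of its stretches with other genes, mainly TUFM. The largest decreases with TAM were in COL6A3 (-3.33), PIK3C2A (-2.96), TRND (-2.89), LINC00641 (-2.74) and VPS13C (-2.73).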

We performed the Limma algorithm to filter the genes after the analysis of significance and false discovery rate (FDR) according to the criteria: (i) fold change >1.5 or <0.67, (ii) FDR < 0.05^36^. Data has been uploaded to GEO database, the accession code of which is GSE114040.

### Statistical analysis

All experiments were conducted at least three times. The results were calculated as mean ± standard deviation. An unpaired Student’s *t* test was used for statistical analysis. An *F*-test to compare variances was performed, if necessary. *P* < 0.05 was considered statistically significant.

## Electronic supplementary material

Supplemental figure legends

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

# Supplementary material for: The combination of cantharidin and antiangiogenic therapeutics presents additive antitumor effects against pancreatic cancer
**Source:** Oncogenesis. 2018 Nov 26;7(11):94. doi: 10.1038/s41389-018-0102-2
**Supplement:** Supplementary file 1 — Supplemental figure legends

**Supplemental Figure Legends**

**Supplemental Figure 1. Effects of cantharidin on the growth of NCI-H292 lung cancer cells and LoVo colorectal cancer cells. (A-B)** Exposure to various concentrations of cantharidin resulted in dose- and time-dependent growth inhibition of NCI-H292 lung cancer cells (A) and LoVo colorectal cancer cells (B) *in vitro*. **(C-F)** Photographs (C) and tumor weight evaluation (E) of cantharidin (CAN)-treated subcutaneous xenografts of lung cell line NCI-H292. Photographs (D) and tumor weight evaluation (F) of CAN-treated subcutaneous xenografts of colorectal cancer cell line LoVo. **P* < 0.05 and ***P* < 0.01, significant differences *vs.* the respective control group.

**Supplemental Figure 2. Cantharidin promoted angiogenesis of lung and colorectal cancer xenografts.** Immunohistochemical examination of subcutaneous lung (A) and colorectal (B) cancer xenografts. Immunohistochemistry was performed using antibodies targeting CD34. Microvessel density (MVD) was determined according to the number of vessels per field, counted in the area of highest vascular density.

**Supplemental Figure 3. Anti-angiogenic therapeutics impaired the pro-growth effect of cantharidin and its derivatives on colorectal cancer subcutaneous xenografts *in vivo*. (A)** Photographs of subcutaneous cancer xenografts treated with cantharidin (CAN), sodium cantharidinate (SCAN), or norcantharidin (NCTD) in combination with Endostar (Endo) or bevacizumab (BEV). **(B-D)** Tumor weight evaluations of CAN (B), SCAN (C), or NCTD (D) combined with Endo. **(E-G)** Tumor weight evaluations of CAN (E), SCAN (F), or NCTD (F) combined with BEV. **P* < 0.05 and ***P* < 0.01, significant differences *vs.* control group. ^##^*P* < 0.01, significant differences *vs*. Endo- or BEV-treated groups. ^＆＆^*P* < 0.01, significant differences between fold changes.

How the deposited data were processed for this re-analysis (not part of the article)

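The expression data cover PANC-1 cells in 3 conditions, control, Rg3 and TAM, with 1 library each. Conditions, doses and times were taken from the sample labels. The authors aligned the reads with TopHat and deposited raw read counts per gene symbol, in 1 table of 51136 genes. The paper's text does not name the genome build, the annotation, the counting tool or the use of strand, so no coordinates are given. All columns of values belonged to a mapped library.

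From the deposited counts, log2 fold changes against the control library were computed in Python 3.11.15 with TMM factors from edgeR 4.0.16 (R 4.3.3). The factors were 1.01 for the control library, 1.12 for Rg3 and 0.877 for TAM. A gene was compared when it had at least 10 counts in either library. Counts under 3 were raised to 3 for a fold, and no fold was taken where both libraries were at or under 3. The test was the exact two-sided binomial test on the reads of a gene, with Benjamini-Hochberg adjustment over the genes compared, and a gene was called with an adjusted p under 0.05 and a fold over 1.5 or under 0.67. The Limma criteria of the methods need replicates and could not be fitted with 1 library per condition. The test compares libraries and leaves out the variation between cultures. No leave-one-out fit or other split of the samples exists with 1 library in each group.

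The median log2 fold change of a gene list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. Besides the genes of Fig. 4b, 9 lists written before the data were examined were used: cholesterol synthesis, ATF4 targets, ER chaperones, proliferation, NF-kB targets, ERK targets, hypoxia, YAP targets and the genes the paper reports as induced by cantharidin. Percentiles describe these libraries and carry no p-value.

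Alternatives set before the data were examined were division by library totals, size factors from DESeq2 1.42.0, a filter of 1 count or of 50 counts, the fold alone, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, and removal of a smooth trend (loess, span 0.3) on GC content and length. GC content and length were those of the longest GENCODE 29 transcript of a gene name. They were found for 86.6% of the genes compared for Rg3, 87.2% of those for TAM, and each of the 65 compared genes of Fig. 4b. Shared reads were judged by the share of a gene's stretches of 50 bases that recur in transcripts of another gene. Unchanged libraries were simulated 100 times for each assumed variation.

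The genes named in the text followed a rule set before the data were examined: genes of Fig. 4b that the paper names for cantharidin, the 5 largest and 5 smallest called changes in Fig. 4b with at least 50 counts and in all genes with at least 100 counts, genes of Fig. 4b whose arrow and count differ, and members of the gene lists as examples. Several of these are summarised by number, and the result of 1 of them is not reported here.

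The steps were tested on simulated data with counting error alone and no spread between cultures. The calls among unchanged genes there do not measure false calls between cultures. With a spread of 0.2, the binomial comparison called means of 1217 unchanged genes higher and 1238 lower with Rg3. Of 200 genes changed 2-fold in a simulated pair of libraries, 77.0% were called, with 6 calls among 16028 unchanged genes. For genes changed 4-fold, 93.0% were called, with 5 calls among 16042 unchanged genes. With a simulated GC trend left in, weaker than that of the Rg3 library, 1347 of 13936 unchanged genes were called, and with the trend removed 3 were. The other experiments of the paper were not analysed here.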

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

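The gene lists were written before the data were examined, while the tests of technical explanations below, and the choice to leave out the members that the study itself lists, were made after the medians of the lists were seen. Each of the 4 lists below showed a signal in genes the paper does not discuss, with a median beyond 1.5-fold and outside 95% of random lists. For each, a difference between single cultures or library preparations cannot be told apart from the treatment, because there is 1 library per condition, and co-regulated genes of a list can move together between cultures. Another scaling of the libraries shifts every gene of a library alike, so that it changes the size of a list's median but not its place among random lists, and the medians under other scalings below decide nothing about that place.

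In the Rg3 library, the 19 compared genes of cholesterol synthesis were each called higher, with a median log2 fold change of 2.07 (4.20-fold) and single genes from 0.75 to 3.68. The median lay above those of the 10000 random lists. It was 2.03 with the trend on GC content and length removed and 2.17 over the 12 members without a stretch shared with another gene. With library totals it was 2.22 and with DESeq2's size factors 2.08. The 95% counting interval reached 0 for 0 of the 19 members, which argues against counting error. In the TAM library the median of the list was 0.08, and 4 members were higher and 2 lower. That balance depended on the processing. With library totals the TAM median was -0.13, with 1 member higher and 3 lower. With the trend removed it was 0.19, with 0 higher and 0 lower. A response of sterol synthesis to Rg3 is a hypothesis that these libraries cannot separate from a difference between single cultures.

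ATF4 targets had a median log2 fold change of 0.61 (1.53-fold) with Rg3, at percentile 99.9 of random lists, and 8 of 16 members were called higher. The median was 0.66 with the trend on GC content and length removed and no lower than 0.62 with the other scalings. The interval reached 0 for 3 of the 16 members, against counting error as the source. Over the 9 members without a shared stretch the median fell to 0.39, under 1.5-fold, so that reads shared with near-identical genes stay open as a technical explanation. That subset also differs from the list in its members. With TAM the median was 0.53, under 1.5-fold, over all 16 members, and 1.01 over the same 9 members (0.68 with the trend removed), beyond 1.5-fold.

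With TAM, ERK targets had a median log2 fold change of 0.68, at percentile 99.96 of random lists, and 7 of 15 members were called higher. With the trend on GC content and length removed, the median was 0.34, under 1.5-fold, at percentile 98.4 of random lists, so that the trend stays open as an explanation for the size of the change, while the list still stood apart. With library totals the median was 0.47. Shared reads were argued against by a median of 0.76 over the 12 members without a shared stretch, and counting error by intervals that reached 0 for 5 of the 15 members.

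With TAM, YAP targets that the study does not list had a median log2 fold change of -1.19 over 9 genes, of which 5 were called lower and 0 higher. That median lay at percentile 0 of random lists. The whole list, with CTGF and TGFB2, had a median of -1.28, also at percentile 0. Over the 9 genes the median was -0.65 with the trend on GC content and length removed, at percentile 0.01, -1.16 with DESeq2's size factors and -1.40 with library totals, and it was -1.28 over the 6 members without a shared stretch. The interval reached 0 for 2 of the 9 members, against counting error. Lower YAP activity with TAM is a hypothesis; part of the decrease went with the trend, and the remainder cannot be separated from a difference between single cultures.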

How the results depend on the processing

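No paired analysis was possible because each condition has 1 library. The direction of the Fig. 4b list was lower with Rg3 under each alternative that gives a percentile, from 0.01 to 0.31 against 0.15, while with TAM it moved from 5.02 to 59.48 against 48.5. Scaling adds 1 value to every gene of a library, so that percentiles and the correlation between treatments cannot change with it.

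With library totals, 1719 genes were lower with Rg3 and 1120 higher with TAM, 11 genes of Fig. 4b were higher with Rg3, and 5 were lower with both. In named genes the direction reversed for BTG1 (-0.21), MSMO1 (-0.0265), PDGFB (-0.20) and TIMP1 (-0.0343) with TAM and for RUNX1 (0.0825) and VEGFA (0.0369) with Rg3, through the shift of the scaling itself. Of the other named values, 6 became stronger and 4 weaker, and 81 were the same. With DESeq2's size factors, 96 were the same and 1 was weaker, and no count of genes moved by over 1.5 times.

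With the assumed variation of 0.2, 62 genes were higher and 94 lower with Rg3, and 110 higher and 364 lower with TAM. In Fig. 4b, 0 were higher and 2 lower with Rg3, 2 higher and 4 lower with TAM, 0 were lower with both and 0 were called in opposite directions. With the assumed variation of 0.4, 0 genes were higher and 1 was lower with Rg3, and likewise 0 and 1 with TAM, and each count in Fig. 4b was 0. These tests ask for changes beyond the assumed spread, which is their construction. The true spread between cultures is not known from these libraries. A spread of 0.4 gave more calls with Rg3 in simulation (means of 3505 higher and 3530 lower) than the sequenced libraries did with TMM scaling (3274 and 2612). On library totals, the 4315 higher genes lay above that mean and the 1719 lower genes below. The value of 0.4 is thus high for Rg3 with TMM scaling, but 1 library per condition does not settle it.

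With the trend on GC content and length removed, 650 genes were higher and 1021 lower with Rg3, and 1368 higher and 1597 lower with TAM. Of the 3274 genes higher with Rg3, 2980 had a GC value and 461 of them were still higher. Of the 2612 lower genes, 2333 had a GC value and 667 of them were still lower. In Fig. 4b, 3 genes were higher and 12 lower with Rg3, and 3 were called in opposite directions, JAG1, TGFA and RHOB (named after their values were seen), none of them among the 6 before. The 12 comprised 7 of the 24 and 5 others, NRP1, BTG1, TGFBR1, TGFA and CD55. The percentile of the Fig. 4b list was 0.01 with Rg3 and 5.02 with TAM. With Rg3 the direction reversed for ANGPTL4 (0.41), BTG1 (-0.66), EREG (-0.28), HS3ST1 (-0.10), ITGAV (-0.0932), LINC00641 (-0.20), MIR4721 (0.0452), SPHK1 (0.12), TGFB2 (-0.57), TGFBR1 (-0.71) and VEGFA (0.0496), and with TAM for AGGF1 (0.33), ENG (-0.13), EREG (0.10), IDI1 (0.0245), PDGFB (-0.34), RUNX1 (0.37) and TIMP1 (-0.28). Of the other named values, 18 became weaker and 7 stronger, and 48 were the same. A correction of this kind removes any treatment effect that follows GC content or length along with a bias.

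Without a count filter the percentile of the Fig. 4b list was 0.02 with Rg3 and 59.48 with TAM, and with at least 50 counts it was 0.31 and 38.16; the cause was not tested. With the fold alone the counts of genes stayed within 1.5 times. The rule without floor or filter on library totals, chosen after seeing the data, gave 24 higher genes of Fig. 4b with Rg3, 32 higher with TAM and 37 lower with TAM. The correlation between treatments ranged from -0.25 (at least 50 counts) to 0.11 (trend removed), inside its bootstrap interval at each end. For the other gene lists, 37 of 54 percentiles under the alternatives other than scaling moved beyond their interval.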

Differences from the paper's values

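Fig. 4b shows up arrows for about 24 genes with Rg3, read by eye, where 6 genes were called higher here. It shows about 32 up arrows and about 37 down arrows with TAM in Fig. 4b, read by eye, where 15 genes were called higher and 18 lower. None of the alternatives set before the data were examined closed these gaps. The rule of the fold alone on library totals, with no floor and no filter, chosen after seeing the values, gave 24, 32 and 37, and it gave each arrow of Fig. 4b for the 129 genes, with 0 exceptions for Rg3 and 0 for TAM. The adjusted p was not part of that rule.

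For SERPINF1, the values printed in Fig. 4b, read by eye, give a log2 ratio to the control of about -0.15 with Rg3 and about -0.19 with TAM in Fig. 4b. The counts of SERPINF1 were 33 in the control library, 16 with Rg3 and 13 with TAM, which on the scale of the figure (library totals) give -1.23 and -1.35. With Rg3, the value was -1.38 with TMM scaling, -1.37 with DESeq2's size factors and -1.04 with the GC content and length trend removed, and only the last lay within counting error of the figure's value. With TAM, it was -1.14 with TMM scaling and -1.11 with DESeq2's size factors, both within counting error, and -1.55 with the trend removed, which was not. Counting error is no measure of a difference between a figure and counts of the same libraries, and these scales are not the figure's. None of these values therefore reconciles the figure with the counts of SERPINF1. Both ratios from Fig. 4b take the same value printed for the control. The values printed for the treated libraries give a log2 ratio of TAM to Rg3 of about -0.04 in Fig. 4b, read by eye, with a rounding error of up to 0.02, where the counts on library totals give -0.12. The arrows for SERPINF1 point down, as its counts do. On the scale of library totals, 2 of 130 compared pairs of gene and treatment differed, both for SERPINF1, and the others differed by at most 0.10 on the log2 scale. With TMM scaling, which is not the figure's scale, 43 of the 130 pairs differed.

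In the figure, RNH1, FGFR3 and SPHK1 have no arrow for Rg3 and CD59, TGFA, VEGFA and PGF have none for TAM, where TMM scaling called the former lower and the latter higher. The arrow rule gives them no arrow either. The legend calls the arrows significant, and the methods name an FDR limit. Genes with at most 3 counts in both libraries carry 10 of the up arrows and 6 of the down arrows with Rg3, and 14 and 7 with TAM.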

Other observations

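The tests of the fold change against GC content over ribosomal protein genes, and of the calls of Fig. 4b with the trend removed, were set before their results were seen, and the test of the shift of the whole Fig. 4b list was chosen after.

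Fold changes followed GC content in opposite directions in the treated libraries. A sequence bias of the library preparation is a candidate explanation. If it were the cause, genes that share 1 regulation would follow the slope of all genes. Over 78 ribosomal protein genes, the log2 fold change per 10 points of GC content was -0.41 with Rg3 (95% interval -0.52 to -0.30), against -0.60 over all genes, and 0.12 with TAM (0.02 to 0.21), against 0.37. Neither interval held the slope of all genes, and neither lay wholly beyond the flatter side of the midpoint to 0 (-0.30 and 0.19). Bias and a treatment effect on GC-rich transcripts therefore cannot be told apart for either library.

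The genes of Fig. 4b called lower with Rg3 had a median GC content of 58.4% and those called higher of 37.9%. With the GC content and length trend removed, 7 of the 24 lower genes were still called lower: ANPEP, EDN1, JAG1, NOS3, NRP2, PGF and PROK2. For the calls that were lost, the trend is a candidate explanation, whether it comes from bias or from treatment. Of the 6 higher genes only CCL5 was still called higher. The trend does not account for the shift of the Fig. 4b list as a whole with Rg3, since the list's median, -0.34 before, was -0.26 with the trend removed, at percentile 0.01 of random lists. Of the 18 genes lower with TAM, 12 were still called lower, which argues against the trend as the whole cause, and the list's median with TAM was 0.00, at percentile 48.5. A difference between single cultures stays open for each of these, with 1 library per condition.

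Of the 28 genes that the paper reports as induced by cantharidin, 26 are also in Fig. 4b, and 13 had under 10 counts in every library, among them TNF, IL1A, CSF2 and CXCL5. Over the 15 others the median fold was 1.35 with TAM, at percentile 99.3 of random lists, with 7 called higher and 4 lower, and 0.926 with Rg3, at percentile 25.6, with 1 higher and 5 lower. With at least 50 counts the percentile with TAM was 83.9, inside 95% of random lists, and with Rg3 it was 10.6. With the trend on GC content and length removed they were 99.93 and 2.61. These cells received no cantharidin, so that the values do not bear on its combination with Rg3 or TAM.

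NF-kB targets had a median fold of 1.93 with TAM over 14 members, at percentile 100 of random lists, but 6 of the 15 listed genes are also listed by the study. Over the 9 members outside the study's lists the median log2 fold change was 0.49, under 1.5-fold, at percentile 98.2 (79.1 with the trend removed), and 3 were higher and 2 lower. With Rg3 the median of the whole list was 1.23-fold, at percentile 80.6. In the remaining lists, hypoxia genes had a median log2 fold change of 0.51 (percentile 97.9) with TAM and -0.05 (79.2) with Rg3, ER chaperones 0.03 (25.0) and 0.31 (98.1), and proliferation genes 0.03 (3.85) and 0.14 (99.6). With Rg3, ERK targets had a median log2 fold change of -0.18 (32.2) and YAP targets -0.19 (40.1). The medians of cholesterol synthesis genes and ATF4 targets with TAM lay at percentiles 18.0 and 99.7. With the trend on GC content and length removed, the percentiles with Rg3 were 54.1 for ER chaperones, 36.2 for proliferation genes, 99.5 for NF-kB targets, 67.8 for hypoxia genes, 9.33 for YAP targets and 98.8 for ERK targets, whose median reversed to 0.20. With TAM they were 39.9 for ER chaperones, 9.61 for proliferation genes, 81.4 for cholesterol synthesis genes, 99.97 for ATF4 targets and 100 for NF-kB targets and for hypoxia genes, whose median rose to 0.60.

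Across 16733 genes, the fold changes with Rg3 and TAM had a Pearson's r of -0.13 and a Spearman's rho of -0.24, and 0.16 and 0.08 with the trend removed. Fold changes against a shared control are correlated above 0 without any effect, and genes are not independent replicates.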
